A study of Mus musculus with 2 samples. Its data were reported in "Single-cell transcriptional profiles in human skeletal muscle" (2020).

How the data were processed

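Single-cell transcriptomes of mononuclear cells were measured in 2 droplet libraries, 1 from mouse quadriceps and 1 from mouse diaphragm. Each library pooled cells of several animals before encapsulation, so there was no replicate within a tissue. The deposited values were raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, which the authors made with Cell Ranger (format version 3.0.0) from reads aligned to the GRCm38 (mm10) genome. Normalised values were not used here, and the barcodes in the files were those that the authors' cell calling had kept. The files held 27998 genes. Gene positions were taken from GENCODE M21 on the same build.

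Depth was read from the counts. The quadriceps library held 5159 barcodes with 50854519 UMIs and the diaphragm library held 2499 barcodes with 28545242 UMIs. Barcodes were kept when at most 5% of their UMIs came from the 13 mitochondrial genes, when they had at least 1000 UMIs, and when they lay below an upper limit set at the median of log10 UMIs plus 3 scaled median absolute deviations. The study prints its mitochondrial limit as 0.05%. That figure was read as a fraction of 0.05, thus 5%, since the limit as printed left 1 cell per library. No doublet caller was applied to the main results, and Scrublet was run as an alternative.

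Counts were scaled to 10000 per cell and log transformed. Each library was clustered on its own over 10 principal components of 2000 variable genes, with a shared neighbour graph of 20 neighbours and the Leiden method at a resolution of 0.5. Clusters were named from marker lists fixed before the data were examined, but the naming rules were set after seeing the clusters and were revised after alternatives had been seen, without a change to the main classes. A marker counted as seen when at least 25% of the cells had a UMI of it and its level was at least 4-fold above the lowest cluster of either library. A marker was raised when at least 10% of the cells had a UMI and it was at least 2-fold above the other cells. The candidate name was the type with the largest shares of its markers seen and raised. A cluster stayed unnamed when fewer than 3 markers of that type were seen, or when another type had at least 3 raised markers and more than the candidate. It also stayed unnamed when another type had more of its markers among the 10 leading genes, or as many where the candidate had any. A cluster of low depth, under the library median divided by 3, needed a marker of its own among these genes. A FAP-like cluster could thus be named with no raised marker, since most other cells were FAP-like too. Names end in "-like" because they rest on these lists alone.

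Fibro-adipogenic progenitor-like (FAP-like) cells of both libraries were merged, with each gene centred and scaled within its library, and clustered again without 211 genes: those of the human subtype lists and the fixed subtype, canonical and collagen genes. Subclusters were then named FBN1+ or LUM+ from 9 naming genes (Fbn1, Mfap5, Pcolce2 and Loxl1, against Lum, Apod, Smoc2, Col15a1 and Cxcl14), with at least 3 of a side above all other FAP-like cells. The human lists were the gene names that the study gives for its human FAP subtypes.

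Levels were UMI counts scaled to a common library total (CPM), taken from UMIs summed over the cells of a class, and log2 folds used a pseudocount of 1 CPM. A difference between subtypes was called when the fold was at least 2 in the same direction in both tissues, and a difference between tissues when it was at least 2 in the same direction in both subtypes, among genes with at least 50 CPM in the higher tissue. List medians were placed among 10000 random lists matched on expression, as a description. Correlations were taken over cells, for listed genes with a UMI in at least 10% of FAP-like cells of each tissue. Shares of cells with a UMI were taken after every cell had been thinned to 1000 UMIs. The planned background class was endothelial-like cells, but no such cluster was found among the cells kept, so cells of clusters without FAP or tenocyte markers served instead, which was decided after seeing the data.

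No test across samples was possible with 1 library per tissue, and cells are not replicates. Intervals are 95% intervals, exact binomial (Clopper-Pearson) for shares and exact Poisson for CPM, and a count of 0 was given an upper limit of 3 counts. Intervals and limits cover counting error only. The rules for the genes named in the text were fixed before the data were examined: the FAP, collagen, immediate early, muscle fibre and sex-linked genes that the study names or that check the libraries, the 5 listed genes per list with the largest change in each direction (ranked by the smaller fold of the tissues), and the 5 genes per direction with the largest fold between tissues (ranked by the smaller fold of the subtypes). The leading genes and markers given for clusters and subclusters, the Hox genes and Adamts9 were chosen after their values were seen. Pitx1 and Tbx4 were chosen after those of the Hox genes.

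A total of 21 alternatives were run, 17 of them planned: other limits on mitochondrial UMIs and UMIs per cell, doublet removal, other numbers of components and resolution, joint or separate clustering, other centring, a mean over cells, another pseudocount, another minimum for listed genes and other depths of thinning. The other 4 were added after seeing the data.

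The code was tested on simulated data drawn from the FAP-like profiles and library sizes, with 200 genes changed 4-fold. In the simulated subtype contrast over 9243 genes, 200 changed genes passed 2-fold in the right direction in both libraries and 0 unchanged genes did. Of the simulated cells, 99.9% fell in a cluster mostly of their own side. In a simulated tissue contrast without a difference, 0 of 2858 genes passed. In the subtype contrast the folds were taken between the simulated sides, not between the clusters found. The only noise in both contrasts was of counting, so these counts of genes were nearly certain and say little about the real contrasts. These simulations did not test the naming of clusters, or the effect of clustering, library or animals on the folds. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, scanpy 1.11.5, igraph 0.11.9 and matplotlib 3.10.9 were used.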

Results

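The mouse data held 2 single-cell RNA libraries of muscle mononuclear cells, 1 of quadriceps (a limb muscle) and 1 of diaphragm (the respiratory muscle), with 1 library per tissue and thus no replicates. A total of 7658 barcodes were present. In quadriceps the 5159 barcodes had a median of 9719 UMIs and 3086 genes, and in diaphragm the 2499 barcodes had a median of 11853 UMIs and 3428 genes. Over 5% of UMIs were mitochondrial in 2938 quadriceps barcodes (56.9%) and 826 diaphragm barcodes (33.1%). After all filters 3831 cells were kept, 2171 of quadriceps with a median of 10757 UMIs and 1660 of diaphragm with a median of 12957 UMIs. Scrublet called 95 quadriceps barcodes (1.84%) and 3 diaphragm barcodes (0.120%) as doublets. Over all barcodes, Xist had 10 UMIs in each library, while the Y-linked gene Ddx3y had 4461 UMIs in quadriceps and 3217 UMIs in diaphragm. Eif2s3y had 3044 and 1553 UMIs, Kdm5d 925 and 450, and Uty 932 and 510.

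The first comparison asked which cells each muscle gave. FAP-like cells, the connective tissue progenitors of muscle, made up 1672 of 2171 quadriceps cells (77.0%, interval 75.2% to 78.8%) and 1266 of 1660 diaphragm cells (76.3%, interval 74.1% to 78.3%). In this setting the shares of the tissues differed by less than their intervals, but not in others. Without a mitochondrial limit, the alternative that moved the quadriceps share most, they were 50.3% and 67.1%, and with Tnmd-led clusters counted as FAP-like they were 87.5% and 96.7%. In quadriceps, 75 cells were Schwann cell-like (3.45%), 69 NK cell-like (3.18%), 62 macrophage or monocyte-like (2.86%), 34 B cell-like (1.57%) and 31 T cell-like (1.43%). The Schwann cell-like cluster also had 5 raised endothelial markers, and the satellite cell marker Chodl was among its leading genes, so it was not pure. In some alternatives satellite cell-like cells had a cluster of their own. At resolution 1 the same 2171 cells held 27 Schwann cell-like and 49 satellite cell-like cells. In others, such as both libraries clustered together (84 Schwann cell-like cells), they had none. A quadriceps cluster of 228 cells led by Tnmd (10.5%) stayed unnamed. In diaphragm, with each library clustered on its own, no class other than FAP-like was named among the cells kept. The 394 unnamed diaphragm cells (23.7%) were a cluster of 340 cells with FAP markers and the tenocyte markers Tnmd and Thbs4, and a cluster of 54 cells with markers of several immune types. With both libraries clustered together the immune types were in part resolved there, as 22 T cell-like, 11 macrophage or monocyte-like, 5 NK cell-like and 4 B cell-like cells.

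**Figure D1:**
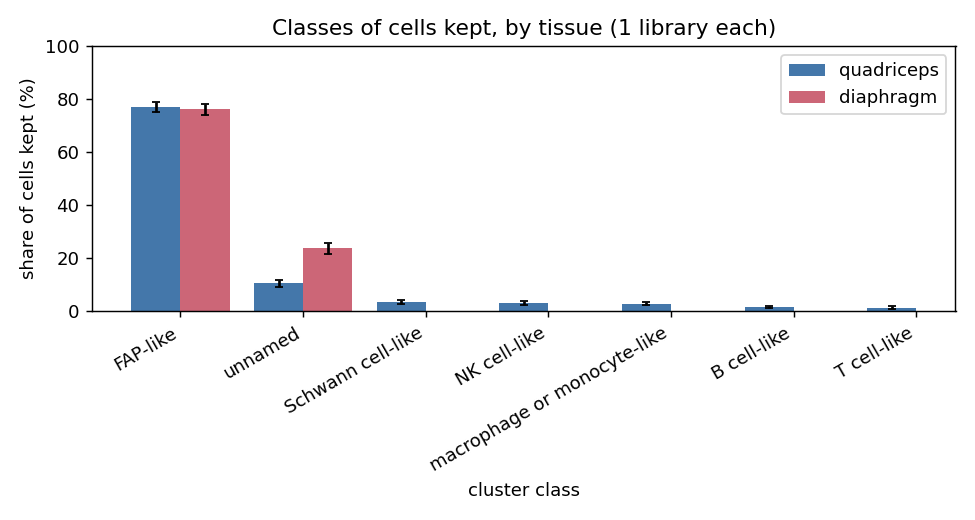
Share of cells kept (percent) in each cluster class, quadriceps and diaphragm, with exact binomial intervals. FAP-like cells were 77.0% of quadriceps and 76.3% of diaphragm cells, and classes without a bar had no named cluster in that library.

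The second comparison asked whether the FAP subtypes described in human muscle could be told apart in each mouse muscle. Clustered without the genes of the human lists, FAP-like cells formed 9 subclusters. In quadriceps 637 of 1672 cells fell in FBN1+ subclusters (38.1%, interval 35.8% to 40.5%), 869 in LUM+ subclusters (52.0%) and 166 in unnamed ones (9.93%). In diaphragm 262 of 1266 cells were FBN1+ (20.7%, interval 18.5% to 23.0%), 439 were LUM+ (34.7%) and 565 were unnamed (44.6%). Among named cells alone, FBN1+ cells were 42.3% in quadriceps and 37.4% in diaphragm. These shares depended on the clustering far beyond their counting intervals: with no upper UMI limit, which returned 4 diaphragm cells and 0 quadriceps cells, the FBN1+ share was 34.5% in diaphragm and 46.4% in quadriceps. As a share of all FAP-like cells, FBN1+ cells were higher in quadriceps in 14 of 14 alternatives, from 29.3% to 46.4% there and from 0.553% to 34.8% in diaphragm. As a share of named cells they were higher in quadriceps in 13 of 14, and with doublets removed they were 44.4% in quadriceps and 51.2% in diaphragm. The size of the difference was thus not fixed, and its direction depended on how the many unnamed diaphragm cells were counted. The LUM+ share ranged from 19.6% to 57.95% in quadriceps and from 2.29% to 54.4% in diaphragm. With 1 library per tissue, a difference of tissue could not be told from one of library. Several subclusters came mostly from 1 library. Of the FBN1+ subcluster led by Dmkn and Sbsn, 279 of 287 cells were from quadriceps, while the other FBN1+ subcluster held 21.4% of quadriceps and 20.1% of diaphragm FAP-like cells, so most of the FBN1+ difference lay in the first. Of the LUM+ subcluster led by Prg4, Clu and Mgp, 410 of 450 cells were from quadriceps, and its Lum level was only 0.09 (log2) above other FAP-like cells. Of an unnamed subcluster led by Has1 and Tnfaip6, 268 of 292 cells were from diaphragm.

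The third comparison asked whether genes that tell the human subtypes apart did so in mouse. Of 222 human genes, 18 had no mouse match by symbol and 192 had at least 100 UMIs in FAP-like cells of each tissue, 143 of the FBN1+ list and 49 of the LUM+ list. On the FBN1+ list, 111 genes were higher in FBN1+ cells in quadriceps and also 111 in diaphragm, with median log2 folds of 0.31 and 0.30. On the LUM+ list, 44 genes were higher in LUM+ cells in each tissue, with median log2 folds (FBN1+ over LUM+) of -1.07 in quadriceps and -0.52 in diaphragm. Each of these medians lay beyond those of all 10000 matched random lists. On their own side in both tissues were 94 FBN1+ list genes and 43 LUM+ list genes. Since 9 genes had named the subclusters, the lists were also taken without them: 107 of 139 and 39 of 44 genes were then on their own side in each tissue. Most FBN1+ list genes moved little, and 33 of 143 passed 2-fold in quadriceps and 22 in diaphragm. Under centring over both libraries, the share of listed genes on their own side in diaphragm moved most, from 80.7% to 68.8%. That value rests on only 7 FBN1+ and 29 LUM+ diaphragm cells. Across 9243 genes the folds of the tissues had a Pearson r of 0.71, where genes are not independent replicates and the subclusters were shared by the tissues.

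The FBN1+ list genes with the largest change in their own direction were Sema3c (log2 3.22 in quadriceps and 2.83 in diaphragm), Aldh1a3 (5.01 and 2.43), Rab32 (3.02 and 2.40), Procr (3.31 and 2.35) and Cd248 (1.89 and 1.77). The largest against it were Cpe (-2.98 and -1.42), Gas1 (-1.94 and -0.62), Cyr61 (-0.93 and -0.60), Sox4 (-0.73 and -0.56) and Mfap4 (-3.02 and -0.48). The LUM+ list genes with the largest change in their own direction were Cxcl14 (-5.03 and -3.52), Mgp (-4.86 and -2.61), Hsd11b1 (-3.31 and -2.56), Apod (-2.78 and -2.34) and Mme (-2.51 and -2.31), of which Cxcl14 and Apod had been used for naming. Against their list were Sfrp4 (3.29 and 1.61), Pgf (0.36 and 0.55), C3 (2.06 and 0.28) and Dpt (0.89 and 0.28). The direction of Sfrp4 changed in 4 alternative values. Those of C3 in diaphragm (lowest -0.46), Pgf in quadriceps (lowest -0.06) and Sox4 in diaphragm (highest 0.02) also changed in some alternatives.

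**Figure D2:**
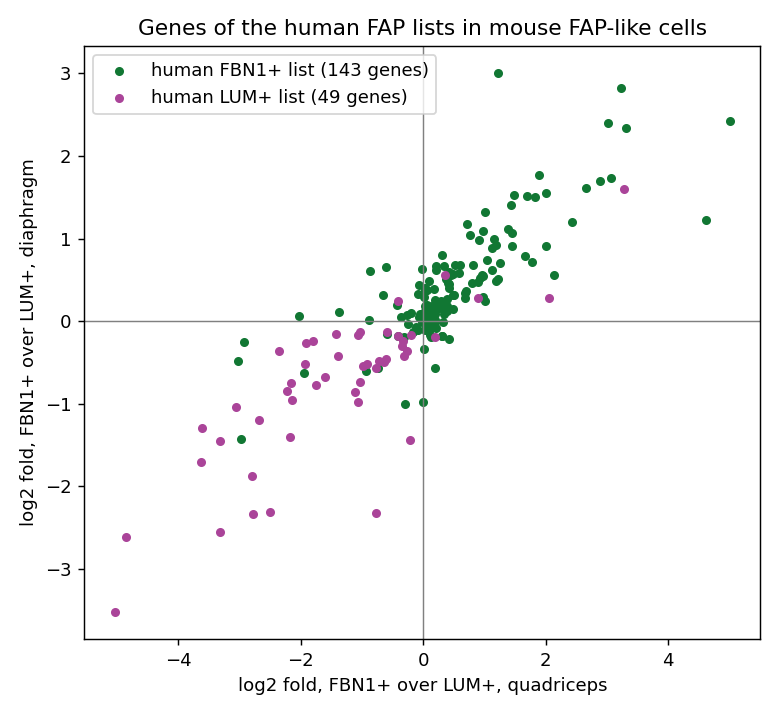
Log2 fold of FBN1+ over LUM+ FAP-like cells in quadriceps (horizontal) and diaphragm (vertical) for 143 genes of the human FBN1+ list and 49 of the human LUM+ list, 1 point per gene. Most points of each list lie on its own side in both tissues, and FBN1+ list genes crowd near 0.

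A related comparison, which needs no subclusters, took the correlation of listed genes over single FAP-like cells. With 140 and 48 genes, the mean r within lists exceeded that between lists by 0.143 in quadriceps and 0.119 in diaphragm, and none of 10000 random splits of these genes reached either value (highest 0.0341 and 0.0306). Thinning all cells to 1000 UMIs lowered the differences to 0.0443 and 0.0294. The random splits were of cells not thinned, so these lower values have no random reference. Fbn1 and Lum had an r of -0.383 over 1672 quadriceps cells and -0.295 over 1266 diaphragm cells.

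The fourth comparison asked which of the genes named by the study differed between subtypes. Of 24 such genes in the subtype, canonical FAP and collagen sets, 6 passed 2-fold in the same direction in both tissues. Fbn1 (ENSMUSG00000027204, chromosome 2, 125300594 to 125507993, minus strand) had 2940 CPM in FBN1+ and 905 CPM in LUM+ cells of quadriceps, and 2159 and 754 CPM in diaphragm, log2 folds of 1.70 and 1.52. Mfap5 (1.39 and 1.11) and Pcolce2 (1.49 and 1.53) were also higher in FBN1+ cells. Apod (-2.78 and -2.34), Col15a1 (-3.62 and -1.29) and Adh1 were higher in LUM+ cells. Of the 6, only Adh1 had played no part in naming (17 of the 24 genes had not): it had 124 CPM in LUM+ and 26.8 CPM in FBN1+ cells of quadriceps (log2 -2.17) and 80.4 and 29.9 CPM in diaphragm (log2 -1.40). Over the alternatives the count of genes past 2-fold ranged from 5 to 11. Adh1 ranged from -2.27 to -1.45 in quadriceps and from -1.93 to -0.28 in diaphragm, so its call did not hold in all alternatives. Lum, used for naming, was -2.22 in quadriceps and -0.84 in diaphragm. Loxl1 was 1.02 and 0.25. Not past the limit in both tissues were Dcn (-0.91 and -0.52), Myoc (-1.03 and -0.12), Eln (0.01 and -0.34) and Prg4 (-2.03 and 0.06). Prg4 ranged from -2.51 to 0.77 in quadriceps and from -5.36 to 0.34 in diaphragm over the alternatives, and the directions of Eln and Myoc changed in some alternatives in each tissue. The 4 immediate early genes, also named by the study but not among the 24, were higher in LUM+ cells. Junb (-1.86 and -1.48) passed the limit in both tissues, but ranged from -3.02 to -0.34 in diaphragm over the alternatives. Egr1 (-2.02 and -0.90), Fos (-2.29 and -0.997) and Cyr61 (-0.93 and -0.60) did not pass it in both.

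Of the canonical FAP genes, Pdgfra was -1.04 in quadriceps and -0.33 in diaphragm, and Cd34 was 0.49 and 0.57. Tek (ENSMUSG00000006386, chromosome 4, 94739289 to 94874976, plus strand) had 205 CPM in FBN1+ and 56.6 CPM in LUM+ cells of quadriceps (log2 1.84) and 95.5 and 69.7 CPM in diaphragm (log2 0.45), so its UMIs were not limited to FBN1+ cells in either tissue. Its fold stayed above 0 in all alternatives, from 1.16 to 2.26 in quadriceps and from 0.36 to 2.42 in diaphragm. At 1000 UMIs per cell, 10.3% of quadriceps and 6.79% of diaphragm FAP-like cells had a Tek UMI, against 4 of 271 and 1 of 54 cells without FAP markers. Among collagens, Col4a1 (-2.07 and -0.98) and Col4a2 (-2.15 and -0.95) were higher in LUM+ cells in both tissues and fell just short of the limit in diaphragm. Col14a1 was higher in FBN1+ cells (1.16 and just under 1.00). Col6a3 was -1.12 and -0.85, Col6a1 -0.64 and -0.10, and Col6a2 -0.86 and -0.22. Col1a1 (0.12 and -0.04), Col1a2 (0.08 and -0.12) and Col3a1 (-0.01 and 0.15) moved by less than 2-fold in each tissue, and the direction of each changed in some alternatives in at least 1 tissue, as did that of Col6a1 in diaphragm.

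The fifth comparison gave the shares of FAP-like cells with Fbn1 and Lum UMIs at 1000 UMIs per cell. Fbn1 was seen in 65.0% of 1672 quadriceps cells (interval 62.6% to 67.2%) and 51.5% of 1266 diaphragm cells (48.7% to 54.3%). Lum was seen in 57.2% (54.8% to 59.6%) and 71.9% (69.3% to 74.3%). In cells without FAP markers the Fbn1 shares were 3.69% of 271 cells and 1.85% of 54 cells, and the Lum shares 4.06% and 5.56%. The median depth before thinning was 11117.5 UMIs in FAP-like and 4231 in the other cells of quadriceps, and 12940.5 and 6782.5 UMIs in diaphragm. UMIs of both genes were seen in 33.4% of quadriceps and 35.3% of diaphragm FAP-like cells, where independence would give 37.1% and 37.0%. Without thinning the quadriceps shares were 98.1% for Fbn1 and 92.2% for Lum.

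**Figure D3:**
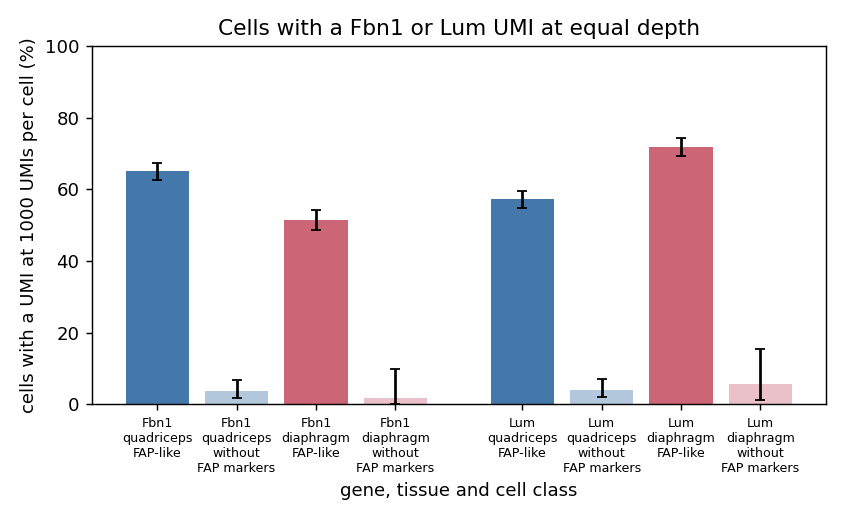
Share of cells (percent) with at least 1 UMI of Fbn1 or Lum after thinning to 1000 UMIs per cell, in FAP-like cells and cells without FAP markers of each tissue, with exact binomial intervals. FAP-like shares lie between 51.5% and 71.9% and the others at or under 5.56%.

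The last comparison set diaphragm against quadriceps within each subtype. With 1 library per tissue, tissue, pool of animals and library could not be told apart. The make-up of the subtypes also differed. The subcluster led by Prg4, Clu and Mgp gave 410 of 869 LUM+ cells in quadriceps and 40 of 439 in diaphragm. The subcluster led by Dmkn and Sbsn gave 279 of 637 and 8 of 262 FBN1+ cells. Make-up may thus add to some of the folds below, such as that of S100a4, a leading gene of the former subcluster. This was not tested. Of 3053 genes with at least 50 CPM in the higher tissue in both subtypes, 85 were past 2-fold higher in diaphragm in both subtypes, 33 past 2-fold higher in quadriceps, and 1 was past it in opposite directions. Across these genes the folds of the subtypes had a Pearson r of 0.75, with the same caution on genes. The most different result came with centring over both libraries, which gave 32 genes higher in diaphragm and 63 higher in quadriceps. In that setting only 7 diaphragm cells were FBN1+ and 29 were LUM+, so its diaphragm levels rest on few cells. Higher in diaphragm with the largest folds were Gm12840 (log2 4.97 in FBN1+ and 5.24 in LUM+), Atf3 (4.56 and 4.49), Mfap4 (5.96 and 3.42), Ackr4 (3.38 and 4.25) and Fos (4.39 and 3.10). Higher in quadriceps were Hoxc10, Hoxc9, Shox2 (-4.26 and -4.70), Lgals3 (-3.17 and -3.53) and S100a4 (-2.91 and -4.39). Hoxc10 (ENSMUSG00000022484, chromosome 15, 102966796 to 102971893, plus strand) had 424 UMIs in FBN1+ and 828 UMIs in LUM+ cells of quadriceps and 0 UMIs in diaphragm, which made it at least 69.4-fold and at least 164-fold higher. Hoxc9 had 450 UMIs in FBN1+ cells of quadriceps and 3 UMIs in diaphragm, a ratio of 73.7 (interval 25.1 to 359), and was at least 115-fold higher in LUM+ cells.

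The immediate early genes were higher in diaphragm FAP-like cells: Fos by 3.49 (log2), Junb by 3.17, Egr1 by 2.66 and Cyr61 by 2.18. At 1000 UMIs per cell, a Fos UMI was seen in 12.3% of quadriceps and 71.4% of diaphragm FAP-like cells, and in 36.9% and 53.7% of cells without FAP markers. The 10 muscle fibre genes together had 7.40 CPM in quadriceps FAP-like cells and 26.1 CPM in diaphragm FAP-like cells, from 142 and 438 UMIs, and 59.8 and 19.3 CPM in cells without FAP markers.

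**Figure D4:**
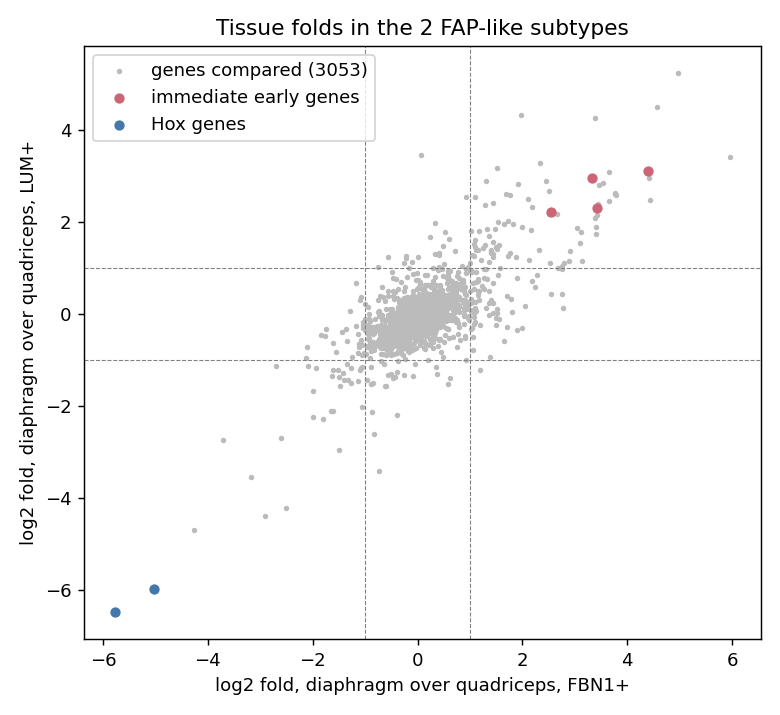
Log2 fold of diaphragm over quadriceps in FBN1+ (horizontal) and LUM+ (vertical) FAP-like cells for 3053 genes, with immediate early genes and Hox genes marked and dashed lines at 2-fold. The 4 immediate early genes lie on the diaphragm side in both subtypes, Hoxc10 and Hoxc9 on the quadriceps side.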

Values the study reported

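The study pooled cells of 5 animals for each muscle and obtained 7,658 mouse cells, with a sequence saturation near 80%. It kept 3,858 cells after filtering, with a mitochondrial limit printed as 0.05%, and clustered each sample over 10 principal components.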

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

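The patterns here were found by looking at the data, and the tests of lost cytoplasmic RNA (split by cluster) and of doublets, with the alternative without a mitochondrial limit, were chosen after the results were seen, while the test of Adamts9 was set after the gene was found but before its test value was known.

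Barcodes over the mitochondrial limit were left out of the main values of the report's comparisons between classes, subtypes and tissues. They held cell classes that had no named cluster, or a smaller share, among the cells kept. When the limit was lifted, smooth muscle-like cells were 44.8% of the 2839 quadriceps barcodes over it that passed the UMI limits, satellite cell-like 6.38%, tenocyte-like 3.31% and endothelial-like 1.66%. B cell-like cells were 6.59%, Schwann cell-like 5.67% and T cell-like 3.52%, against 1.57%, 3.45% and 1.43% of the cells kept. NK cell-like (0.317%) and macrophage or monocyte-like cells (0.740%) went the other way, with 3.18% and 2.86% of the cells kept. The shares of cells kept come from the main clustering and the others from the clustering without the limit, so clustering may add to these gaps. Of 188 Schwann cell-like cells in the latter, 161 were over the limit. So were 181 of 204 satellite cell-like, 94 of 123 tenocyte-like and 47 of 59 endothelial-like cells, and the rest were among the cells kept. In diaphragm, T cell-like cells were 8.46% of 768 such barcodes, and B cell-like and smooth muscle-like cells 5.99% each. Of the 1282 smooth muscle-like cells of quadriceps, 1273 were over the limit, so the limit took out nearly the whole class. Scrublet called 4.79% of those over the limit, and 63 of its 95 calls in the library fell in this class. The total of 95 calls was known when this test was set, so a high share was already ruled out. The test therefore cannot decide whether doublets made up the class. The larger smooth muscle-like cluster, of 1039 cells, had a median of 15045 UMIs, beside the 10298 of FAP-like cells, and the smaller one, of 243 cells, had a median of 6245 UMIs and a median mitochondrial share of 32.8%. These medians do not decide whether the cells had lost cytoplasmic RNA. Mitochondrial genes were among the leading genes of the smaller cluster, so damage may have shaped the split, and too few smooth muscle-like cells lay under the limit to serve as an undamaged reference. Loss of cytoplasmic RNA and a high mitochondrial share of the living cell type cannot be told apart for either cluster. No biological explanation was tested, since the design has no group for it. The other classes were not tested for damage.

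Adamts9 went in opposite directions in the tissues: its log2 fold of FBN1+ over LUM+ was -1.16 in quadriceps and 1.34 in diaphragm. The difference was not tested across samples, and the gene was found by looking for such cases among all genes. It rests on 109 UMIs in quadriceps and 112 UMIs in diaphragm FAP-like cells. A different make-up of the subtypes in the tissues is a candidate explanation. Between the largest FBN1+ and LUM+ subclusters, present in both libraries, the log2 folds were also opposite, -1.84 in quadriceps (4 against 17 UMIs) and 0.95 in diaphragm (20 against 11 UMIs). Without the pseudocount of 1 CPM they were -2.70 and 1.23, with counting intervals of -4.73 to -1.08 and 0.10 to 2.43 that were set after the values were seen. This does not decide the matter, since the gene was chosen for its opposite folds, the UMIs are part of the same ones, and they are few. The make-up of the subtypes stays open, as do a difference of tissue, and one of library or animals, which were not tested.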

How the results depend on the processing

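The alternatives without a mitochondrial limit, with Tnmd-led clusters counted as FAP-like, without the naming genes, and with a stricter fold for subtype markers were chosen after seeing the data; the others were planned. Over 17 main results, 153 of 226 alternative values stayed within the limits set, 73 moved and 0 reversed. The limits were wide for some results: 63 genes higher in diaphragm, beside 85 in the main setting, counted as within them. Shares and counts have no sign to reverse. The counts of 85 genes higher in diaphragm and 33 higher in quadriceps became 32 and 63 with centring over both libraries, which was scored as moved. Of 1760 log2 folds of single genes, 76 stayed the same to 2 decimals, and 62 changed sign. Of these 62, 6 were of genes called as different, given below, and 56 of genes not called, such as Prg4, Eln, Myoc and C3. Of 100 values of LUM+ shares and list medians, 88 moved and 0 reversed. The cause was not tested unless stated. No paired analysis was possible because each tissue is 1 pool of animals. The limit of 0.05% mitochondrial UMIs was not run, as it left 1 cell per library.

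With at most 10% mitochondrial UMIs, FAP-like shares were 70.2% (quadriceps) and 68.7% (diaphragm), other named classes 29.8% and 1.85%, FBN1+ shares 31.0% and 16.5%, correlation differences 0.135 and 0.114, Fbn1 and Lum shares in quadriceps 58.2% and 60.6%, fixed genes past 2-fold 11, and genes higher in quadriceps 20. With no limit, FAP-like shares were 50.3% and 67.1%, other classes 47.4% and 8.20%, FBN1+ shares 29.3% and 13.9%, the Fbn1 share in quadriceps 59.4%, the correlation difference in diaphragm 0.102, and Sfrp4 in quadriceps reversed to -0.0653.

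With at least 500 UMIs, FBN1+ shares were 35.5% and 16.9%, the diaphragm FAP-like share 78.8%, its correlation difference 0.111, and fixed genes 10. With at least 2000 UMIs, the quadriceps FBN1+ share was 40.6% and its correlation difference 0.147. No upper UMI limit gave FBN1+ shares of 46.4% and 34.5%, and doublet removal 34.8% in diaphragm. These settings changed few cells, so the FBN1+ share in diaphragm is set by the clustering more than by the counts.

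With 20 components, FAP-like shares were 73.7% and 74.0%, FBN1+ shares 43.4% and 23.4%, and the quadriceps correlation difference 0.152. At resolution 1, FAP-like shares were 85.3% and 83.6%, other quadriceps classes 14.7%, FBN1+ shares 31.0% and 12.3%, the diaphragm correlation difference 0.108, and fixed genes 10. With both libraries clustered together, the diaphragm had 69.1% FAP-like cells and 2.83% other named classes.

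FAP-like cells clustered on all variable genes gave FBN1+ shares of 34.7% and 23.8%, 11 fixed genes, and Sfrp4 in diaphragm at -0.000855. Centring over both libraries gave FBN1+ shares of 42.8% and 0.553%, listed genes on their own side in diaphragm 68.8%, 32 genes higher in diaphragm and 63 in quadriceps, Sfrp4 in diaphragm -3.11, and in FBN1+ cells Atf3 -4.25 and Fos -0.42. So few diaphragm cells were FBN1+ (7) or LUM+ (29) there that the diaphragm folds rest on little. Libraries clustered apart gave a quadriceps FBN1+ share of 41.1%.

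Listed genes with at least 500 UMIs gave correlation differences of 0.159 and 0.132, thinned cells 0.0443 and 0.0294, and lists without the naming genes 0.121 and 0.106. Not thinned, Fbn1 shares were 98.1% and 97.1% and Lum shares 92.2% and 99.7%; at 2000 UMIs they were 79.6% and 71.8%, and 72.2% and 87.4%, as more depth gives more cells a UMI.

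Tnmd-led clusters counted as FAP-like gave FAP-like shares of 87.5% and 96.7%, correlation differences of 0.135 and 0.0998, a quadriceps Fbn1 share of 61.3%, a diaphragm Lum share of 74.5%, and Sfrp4 in quadriceps at -0.26. The number of cells limits the diaphragm background class, which had 54 cells.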

Other observations

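The tests of swapped libraries by Hox genes and of immediate early genes in B cell-like, T cell-like and smooth muscle-like cells were chosen after the results were seen, and the interval used to read the muscle fibre test was added after its value was known. The test of swapped libraries by Pitx1 and Tbx4 was added after all of these but before its own values were seen.

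Tek UMIs in FAP-like cells may come from endothelial cells. In FBN1+ FAP-like cells of quadriceps, 6 endothelial markers together had 3.03 CPM beside 205 CPM of Tek. The 59 endothelial-like cells found without a mitochondrial limit had 5515 CPM beside 203 CPM. They were taken from that setting because the cells kept formed no endothelial-like cluster. The ratio in FAP-like cells was 0.0545% of that in endothelial-like cells, which argues against endothelial RNA or doublets as the source. Expression by the FAP-like cells themselves stays open, as a hypothesis.

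The higher immediate early genes in diaphragm FAP-like cells might reflect depth or handling. At equal depth the share of cells with a Fos UMI still differed 5.80-fold, which argues against depth. Handling that acts on all cell types was tested first in cells of clusters without FAP markers, where the median log2 fold of the 4 genes was 0.78, between the levels of 1 and 0 set for a yes and a no. The cell types in these clusters differ between libraries, so a second test took like classes without the mitochondrial limit: the median was 0.22 in B cell-like, 1.28 in T cell-like and 2.91 in smooth muscle-like cells, and 2.88 in FAP-like cells. The lowest, 0.22, again lay between the levels. It rests in part on few UMIs in B cell-like cells of quadriceps and diaphragm, 7 and 4 of Cyr61 and 70 and 37 of Egr1. The diaphragm B cell-like cluster also had 3 raised macrophage or monocyte markers, so it was not pure. Handling and tissue cannot be told apart for these genes, because each tissue is 1 library and the classes went different ways in size. The genes of the diaphragm list that go with them, such as Atf3, share this doubt.

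Hox genes of groups 9 and 10 had 3617 UMIs in quadriceps and 123 UMIs in diaphragm FAP-like cells, and 113 of the 123 were of Hoxd9, which was higher in diaphragm. Of 12 genes of groups 1 to 6, 11 were higher in diaphragm, the exception being Hoxc6. Groups 7 and 8 were mixed: 2 of 4 genes were higher in diaphragm, with 1717 UMIs in quadriceps and 864 UMIs in diaphragm. The library labelled quadriceps held 96.7% of the UMIs of groups 9 and 10, but this restates the pattern and says nothing about swapped labels. Pitx1 and Tbx4, genes of hindlimb identity outside the Hox clusters, had 141 and 190 UMIs in quadriceps and 5 and 3 UMIs in diaphragm FAP-like cells, and 97.3% of their CPM was in the library labelled quadriceps. This argues against swapped labels, if these genes mark hindlimb tissue in the adult. A position along the body is a possible explanation that was not tested further.

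Muscle fibre UMIs in diaphragm FAP-like cells may be free RNA. Cells without FAP markers had 74.2% of the level in FAP-like cells, above the level of 50% set beforehand, but this rests on 9 UMIs in 54 cells (19.3 CPM, interval 8.85 to 36.7), so the counts are too few to decide.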
